A study of Homo sapiens with 4 samples. Its data were reported in "Genomic Redistribution of Metal-Response Transcription Factor-1 (MTF-1) in Cadmium Resistant Cells" (2023).

How the data were processed

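RNA-seq libraries were made from total RNA of MDA-MB-231 cells, 2 from control and 2 from cadmium-resistant cells, and sequenced as read pairs. Per the study's methods and the file header, the authors trimmed adaptors with bbduk, aligned the reads to hg38 with hisat2 and assigned them to genes of an Ensembl annotation with featureCounts, and the deposited values are raw read counts per gene with no normalization. The header command set only the annotation and output options, so default settings applied: exons were summed per gene, strand was ignored, reads mapping to several places or overlapping several genes were dropped, and each mate of a pair was counted as a separate read. Total counts ranged from 51934729 to 61916007 per library. Counts of 1 to 20 were even in 70.6% to 71.5% of cases. A count therefore overstates the number of fragments, and counting error is larger than the counts alone give. The table held 61541 genes and no rows without a gene. The 37 mitochondrial genes and 54 scaffold genes were listed at 0 in all libraries and carry no information here.

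Groups were taken from the sample labels. Both cadmium columns matched a labelled replicate. The control columns carry the numbers 2 and 3 while the labels number the controls 1 and 2, so control columns were assigned to the control group without a replicate number. Gene symbols came from a table of Ensembl identifiers, which matched 61369 of the genes. Coordinates are those of the count table, 1-based on hg38. Gene type and GC content came from a GENCODE annotation of the same assembly.

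Differential expression was tested with DESeq2 1.42.0 in R 4.3.3 (design: group), with median-of-ratios size factors, the Wald test (two-sided), Benjamini-Hochberg adjustment after independent filtering, and a threshold of 0.1 on the adjusted p-value, which is the default of the tool. The study used DESeq2, which set this choice. Size factors were 1.06 and 0.940 for control 2 and control 3, and 1.00 and 1.01 for cadmium 1 and cadmium 2. The filter removed genes with a mean normalized count below 7.65. Alternatives were edgeR 4.0.16 (quasi-likelihood test, TMM), limma 3.58.1 (voom), TMM and upper-quartile factors in DESeq2, no independent filtering, a minimum of 10 counts in 2 libraries, removal of a trend on gene length, an adjusted p-value below 0.05, a test against a log2 fold change of 0.5, protein-coding genes only, and leaving out each library in turn. These were chosen before the data were examined. Halved counts and the older edgeR dispersion method were added after seeing the data. With 2 libraries per group, leaving one out leaves 1 in a group, so only fold changes were computed there.

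Gene lists written before the count table was examined, but after the study had been read (metallothioneins, zinc transporters, heat shock, oxidative stress, amino acid stress, AP-1, FOX and interferon-stimulated genes) were tested with camera on voom values with a preset inter-gene correlation of 0.01 and adjusted over the 8 lists, with a threshold of 0.05. The interferon-stimulated list was prompted by the study's list of changed genes and is not independent of these libraries. The study had also reported metal and stress response terms among upregulated genes of these libraries. The metallothionein and stress lists were therefore not written blind to them either. Their value is the median DESeq2 log2 fold change of genes with a mean normalized count of at least 10. Named genes were MTF1, the metallothioneins, the 8 genes with the lowest adjusted p-value in each direction among those with a mean normalized count of at least 50 and both cadmium libraries outside the control range, and up to 4 called genes from each other list. Any other gene is named with a statement that it was chosen after its values were seen.

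The scripts were tested on simulated data drawn for 33455 genes from the means, dispersions and library sizes of these libraries. Genes were drawn independently, with the same dispersion in both groups, and changed genes had a mean normalized count of at least 50. With 200 genes changed, DESeq2 recovered 34.5% at 2-fold, 91.5% at 4-fold and 96.5% at 8-fold, with 54, 96 and 94 false calls, and it made 44 false calls when no gene was changed. The edgeR test recovered 0.5%, 84.5% and 94.0%, with 7, 42 and 37 false calls, and 0 when no gene was changed. For camera, 1 of 100 random lists had a p-value below 0.05.

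Chromosome profiles used genes with a mean normalized count of at least 100 and the log2 of the normalized count plus 1, with each ratio centred on its median over genes. Chromosome medians were set against 10000 random lists matched on size and mean expression, as a description of these libraries. In a simulation on 12920 genes a planted shift of -0.3 on chromosome 7 was recovered as -0.29. Plots and chromosome profiles used Python 3.11.15, and MT2P1 was aligned to MT2A with blastn 2.17.0. Binding and accessibility assays of the study were not analysed here.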

Results

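Cadmium is a toxic heavy metal that cells counter in part through the metal-responsive transcription factor MTF-1, encoded by MTF1. RNA sequencing was performed on MDA-MB-231 cells, an established human breast cancer line, that had been passaged long term in medium containing cadmium at a final 10 µM until they were resistant, and on parental cells passaged in ordinary medium. Each group had 2 libraries (n = 2). Control libraries are named by the numbers they carry in the count table, control 2 and control 3, and cadmium libraries are named cadmium 1 and cadmium 2. The total number of reads assigned to genes was 61916007 in control 2, 51934729 in control 3, 55092308 in cadmium 1 and 56602748 in cadmium 2. Between 26507 and 27852 of the 61541 genes in the table had a read in a given library, and 33455 had a read in at least 1 library. A gene with no read in a library could have up to 3 counts there by counting error, or 6 if both mates of a pair are counted. A count of 3 is 0.0485 CPM in the deepest library and 0.0578 CPM in the shallowest one. The 10 most abundant genes took between 4.42% and 4.88% of the reads assigned to genes in a library, so a few genes did not dominate these counts. Mitochondrial genes were listed at 0, so that share leaves their transcripts out. Intervals and limits of this kind cover counting error only, because the reads carry no molecular identifiers.

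The first question was how well libraries of one group matched each other. Among 12924 genes with a mean normalized count of at least 100, the robust standard deviation of the log2 ratio between libraries was 0.56 for the control pair and 0.16 for the cadmium pair. More than 2-fold differences were found for 14.2% of these genes between the controls and for 0.31% between the cadmium libraries. Across genes the correlation of log2 normalized counts was 0.906 between the controls and 0.994 between the cadmium libraries. It was 0.966 and 0.970 between control 3 and the cadmium libraries, and 0.932 and 0.937 between control 2 and the cadmium libraries. Genes are not independent replicates, so these correlations describe the libraries only. The first principal component held 71.5% of the variance and set control 2 apart, with a score of -67.0 against 36.0 for control 3, 16.5 for cadmium 1 and 14.6 for cadmium 2. The second component held 25.0% of the variance and separated control 3, with a score of -34.4, from cadmium 1 and cadmium 2, with scores of 24.3 and 18.6. Differences between the groups therefore have to be read against a control spread that was 3.46 times as large as the cadmium spread.

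**Figure D1:**
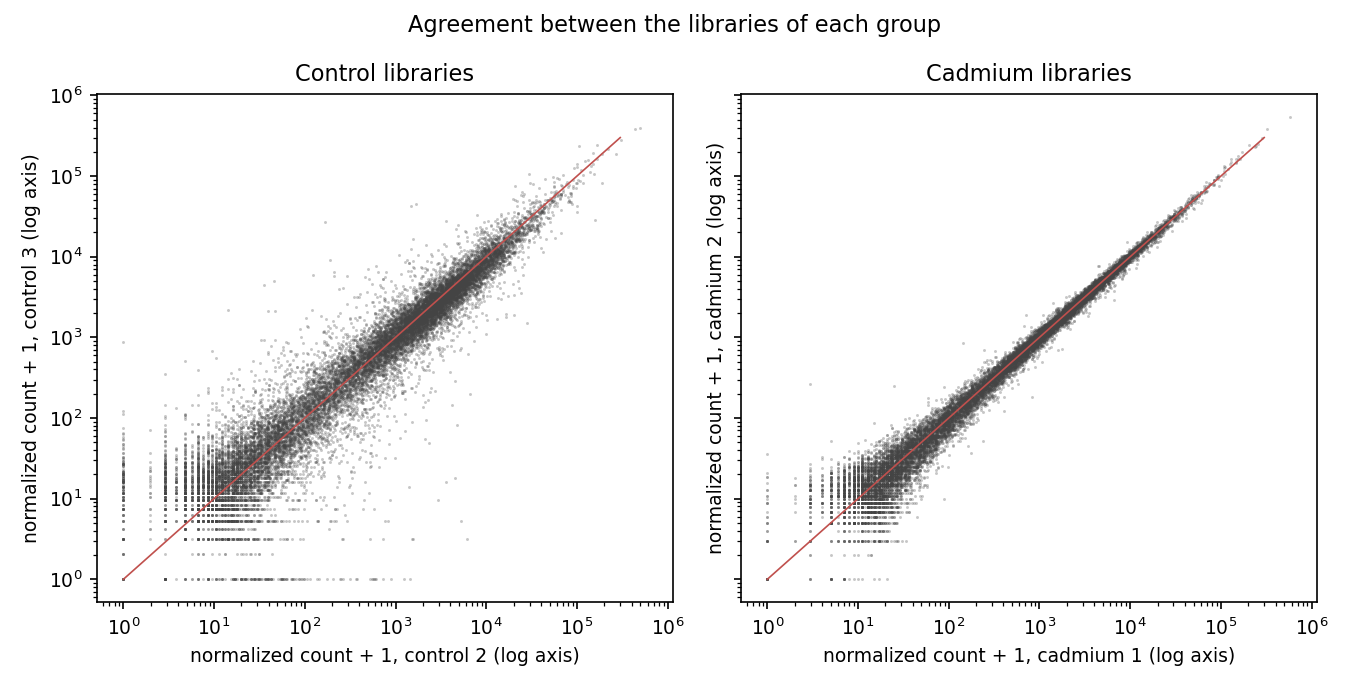
Normalized count plus 1 of each gene tested, on log axes, in control 3 against control 2 (left) and in cadmium 2 against cadmium 1 (right), with a point per gene and a line at equal values. The control points scatter widely, with 14.2% of genes with a mean count of at least 100 differing more than 2-fold, against 0.31% for the cadmium libraries.

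Differential expression analysis asked which genes changed in cadmium-resistant cells. DESeq2 called 225 genes at an adjusted p-value below 0.1, with 119 upregulated and 106 downregulated, among 19834 genes that passed its filter on mean count. Upper-quartile scaling changed the split most among the scalings, to 152 upregulated and 88 downregulated genes, so that the upregulated share was 63.3% rather than 52.9%. Removing a trend on gene length moved it the other way, to 108 upregulated and 138 downregulated genes and a share of 43.9%, so which direction held the majority depended on the correction. The calls depended strongly on the test. The quasi-likelihood test of edgeR called 0 genes at the same threshold, with a smallest adjusted p-value of 0.494, although 1506 of 19241 genes had an unadjusted p-value below 0.05. The limma-voom pipeline also called 0 genes, with 1423 genes at an unadjusted p-value below 0.05. For 224 of the DESeq2 calls edgeR gave a value, and all 224 had the same direction and an unadjusted edgeR p-value below 0.05. Both cadmium libraries lay outside the control range, on the same side of it, for 224 of the 225 called genes. That was true of 40.3% of all tested genes, and random order gives 33.3% for 2 against 2 libraries that vary alike. The edgeR and range checks used the same 4 libraries that gave the calls. Their outcome follows largely from the selection and is not independent evidence for the calls. The change was at least 2-fold in the same direction in all 4 pairings of a cadmium with a control library for 139 of the calls. In 10 of the called genes the higher control was more than 5 times the lower control plus 1 normalized count, and in 15 all libraries of a group were at or under the floor of 3 counts, so that only a lower bound of the fold can be given for those. Of the 225 genes 186 were annotated as protein-coding.

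**Figure D2:**
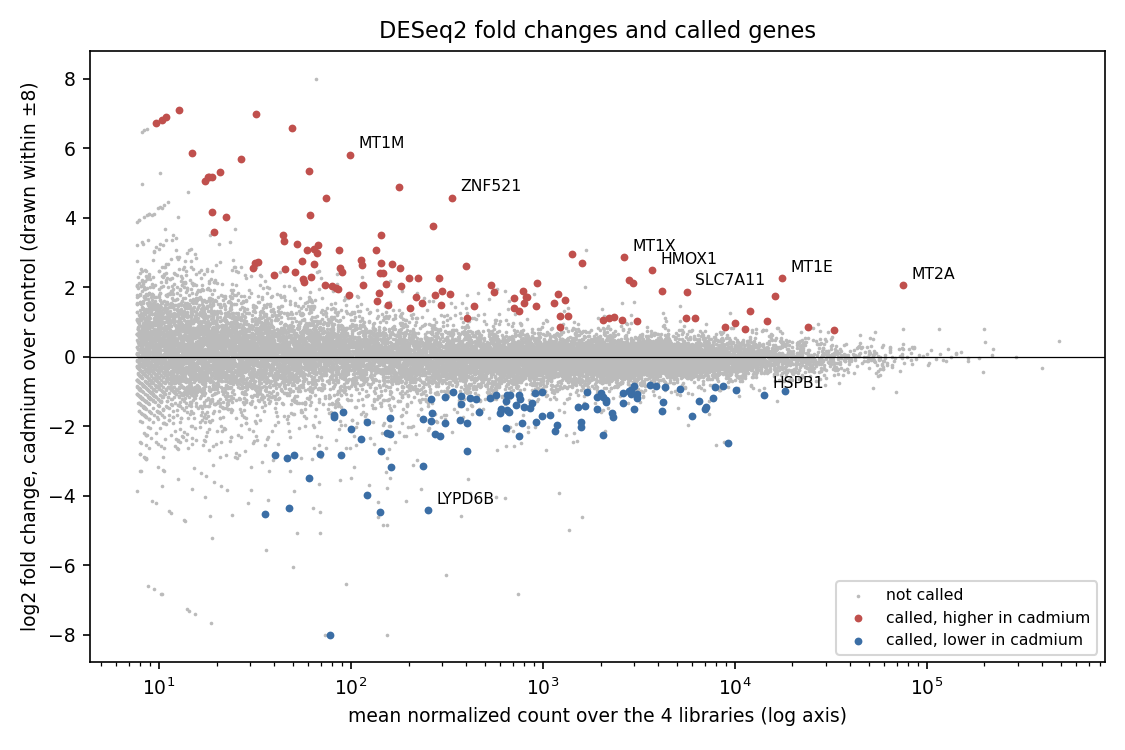
Log2 fold change of cadmium over control against the mean normalized count over the 4 libraries (log axis), with a point per gene tested by DESeq2 and values beyond 8 drawn at 8. The 119 upregulated genes (red) and 106 downregulated genes (blue) with an adjusted p-value below 0.1 lie on both sides of 0 over the range of counts, and fold changes of genes with a group at the floor depend on the fit.

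MTF1 itself (ENSG00000188786, chromosome 1, 37809574 to 37859592, hg38, minus strand) did not differ between the groups by more than the replicate spread. Its normalized count was 1562 ± 547 (SD, n = 2) in control and 1288 ± 92.1 (SD, n = 2) in cadmium-resistant cells. The log2 fold change was -0.28 with a standard error of 0.35 and a DESeq2 adjusted p-value of 1.00. The sign depended on control 2, whose count was 1948 against 1175 in control 3, and the log2 fold change was 0.13 without that library.

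Metallothioneins are small cysteine-rich proteins that bind cadmium and zinc, and their genes are the best known targets of MTF-1. All lie in a cluster on chromosome 16 except MT1HL1. Of the 12 genes in the list, 6 had a mean normalized count of at least 10, and 5 of these were upregulated. MT2A (ENSG00000125148, 56608584 to 56609497) was the most abundant, with a normalized count of 29236 ± 12071 (SD, n = 2) in control and 121644 ± 13170 (SD, n = 2) in cadmium-resistant cells, a log2 fold change of 2.06 with a standard error of 0.36 and a DESeq2 adjusted p-value of 9.42e-06. MT1E (56625475 to 56627112) followed with a log2 fold change of 2.25, standard error 0.48 and DESeq2 adjusted p-value 0.00119. The size of the MT1E change depended on the control, with normalized counts of 9232 in control 2 and 3101 in control 3. Its log2 fold change was 3.24 without control 2 and 1.65 without control 3. MT1X (56682470 to 56684196) rose from normalized counts of 801 and 474 in the controls to 4374 and 4933 in the cadmium libraries, with a log2 fold change of 2.87, standard error 0.34 and DESeq2 adjusted p-value 3.49e-13. MT1F (56657731 to 56660698) had a log2 fold change of 2.07 and a DESeq2 adjusted p-value of 2.81e-06. MT1M (56632659 to 56633981) was nearly silent in control cells, with 6 and 1 reads, and had 166 and 226 reads in the cadmium libraries, a log2 fold change of 5.81 with a DESeq2 adjusted p-value of 6.56e-11. The fold of MT1M was set by few control reads, and it was 7.51 on the log2 scale without control 2. In MT1G no control library had a read while the cadmium libraries had 17 and 13, which was at least 4.94-fold higher against a floor of 3 counts. Because each mate was counted, 3 unseen fragments would be 6 counts, and the bound is then 2.47-fold. DESeq2 gave no adjusted p-value for this gene. MT1A (56638666 to 56640087) showed no detectable change, with a normalized count of 228 ± 14.5 in control and 218 ± 98.3 in cadmium-resistant cells (SD, n = 2 each), a log2 fold change of -0.07 and a DESeq2 adjusted p-value of 1.00. Its cadmium libraries lay on either side of the controls, and the log2 fold change was 0.33 without cadmium 1 and -0.62 without cadmium 2. MT3 stayed near the floor with at most 6 reads in a library, and MT1B had at most 3. No difference was detectable for these or for MT1H, MT1HL1 and MT4, which were listed at 0 in every library. Metallothionein genes are close paralogs, so reads of one member could be assigned to another or dropped as multi-mapping, and the division of counts among them is uncertain. The pseudogene MT2P1, named after its values were seen, received 3.21% to 3.94% as many reads as MT2A.

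**Figure D3:**
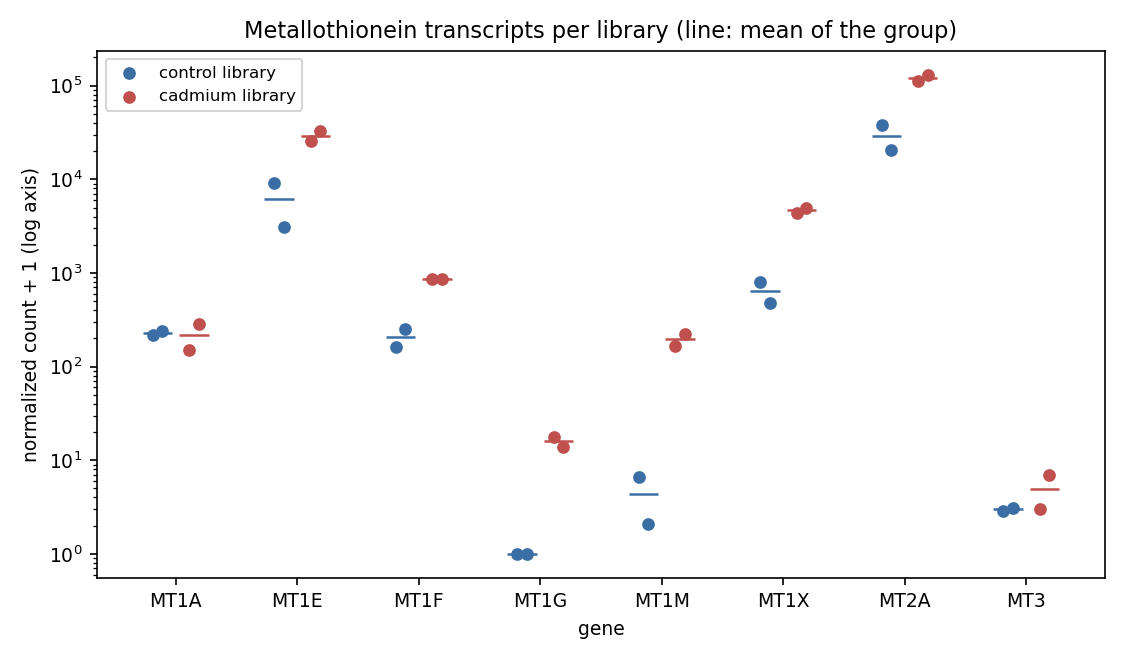
Normalized count plus 1 (log axis) of 8 metallothionein genes in each library, with a point per library and a line at the mean of each group (n = 2). MT1E, MT1F, MT1M, MT1X and MT2A lie higher in both cadmium libraries than in both control libraries, while MT1A overlaps.

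As a list the metallothioneins had a median log2 fold change of 2.16, and camera gave an adjusted p-value of 3.29e-09 over the 8 lists tested. All 5 calls also passed when adjusted over the list alone. The oxidative stress list, of 26 NRF2-related antioxidant genes, had a median log2 fold change of 0.27, with 21 genes higher and a camera adjusted p-value of 2.57e-05. Over all genes 3 of them were called, and adjusted over the list alone 9 were. Its median lay between 0.14 and 0.43 when 1 library at a time was left out, the lower value without cadmium 2. The amino acid stress list had a median of 0.35, with 18 of 23 genes higher and a camera adjusted p-value of 4.50e-05. Of its genes 2 were called over all genes and 5 when adjusted over the list alone. That median was 0.81 without control 3, 0.17 without control 2 and 0.20 without cadmium 1. The interferon-stimulated list had a median of -0.46, with 31 of 40 genes lower and a camera adjusted p-value of 1.19e-05. In it 6 genes were called over all genes and 14 when adjusted over the list alone. The list was written after the study's own list of changed genes had been read, which comes from these same libraries, so none of its values, the camera result included, is independent evidence. Its median was -0.24 without control 3 and -0.80 without control 2. The metallothionein, oxidative stress and amino acid stress lists were also written after the study had reported metal and stress responses from these libraries. These 4 lists passed camera with its preset correlation of 0.01, and none of them held under fry or under an estimated correlation, where the metallothioneins had adjusted p-values of 0.0718 and 0.186.

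The other lists did not pass. The zinc transporters had a median log2 fold change of -0.03 and a camera adjusted p-value of 0.901, with 0 genes called over all genes, 0 adjusted over the list alone and 3 at an unadjusted p-value below 0.05. Those 3, named after their values were seen, were SLC30A1, SLC30A10 and SLC39A11, with log2 fold changes of 1.04, 1.45 and -0.54. The list holds SLC30 and SLC39 genes, and its median can miss genes that move in opposite directions. Heat shock genes had a median of 0.02 and a camera adjusted p-value of 0.901, although 3 were called over all genes and 4 adjusted over the list alone. The AP-1 list, of FOS, JUN, ATF, BATF and MAF genes, was included because FOS and JUN motifs marked new MTF-1 sites in the study. The study also named FOS/JUN among regulators predicted from its changed genes. Transcript levels test neither binding at these motifs nor the activity of these factors. The AP-1 list had a median of -0.24 and a camera adjusted p-value of 0.256. None of its genes was called over all genes, 2 were called adjusted over the list alone and 2 had an unadjusted p-value below 0.05. The median turned to 0.34 without control 2. FOS and FOSB, named after their values were seen, differed strongly between the controls. Their normalized counts were 16489 and 6682 in control 2, and 1784 and 196 in control 3. The FOX list had a median of -0.08 and a camera adjusted p-value of 0.901, with 0 genes called over all genes, 2 adjusted over the list alone and 3 at an unadjusted p-value below 0.05.

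Single genes of these lists covered several stress pathways. HMOX1, which encodes heme oxygenase, rose from a normalized count of 1127 ± 483 to 6289 ± 209 (SD, n = 2 each), with a DESeq2 adjusted p-value of 1.58e-08. SLC7A11, the cystine transporter gene, had a log2 fold change of 1.87 and a DESeq2 adjusted p-value of 1.77e-05. AKR1C3 had a log2 fold change of 1.16 and a DESeq2 adjusted p-value of 0.0361, and it has close paralogs that can share reads. In the amino acid stress list CTH had a log2 fold change of 1.32 with a DESeq2 adjusted p-value of 0.00560, and ASNS one of 1.76 with 0.0540. Among heat shock genes HSPA6 was higher by 2.25 on the log2 scale with a DESeq2 adjusted p-value of 6.70e-04, and its cadmium libraries differed, at normalized counts of 246 and 496. HSPA1A on chromosome 6 was higher by 1.04 with a DESeq2 adjusted p-value of 0.0474. Its near-identical neighbour HSPA1B can share its reads. HSPB1 on chromosome 7 fell by 1.09 on the log2 scale with a DESeq2 adjusted p-value of 0.0452. The fixed bin of 40 neighbouring expressed genes that holds HSPA1A (31114750 to 32178096) had a median log2 ratio of mean cadmium over mean control of 0.36. The bin that holds HSPB1 (73302516 to 76505995) had a median of -0.37. HSPB1 lies near the end of its bin, and the next bin (76549360 to 92540481) had a median of -0.15. These are the levels that the 2 genes have to be compared with. ASNS, also on chromosome 7, was higher. The interferon-stimulated genes LY6E, BST2, IFIT1 and GBP4 were lower, with log2 fold changes of -1.46, -1.57, -1.30 and -1.82 and DESeq2 adjusted p-values of 6.91e-05, 0.00460, 0.0146 and 0.0150.

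The genes with the lowest adjusted p-values lay mostly outside these lists. On the upregulated side ZNF521 (ENSG00000198795, chromosome 18, 25061924 to 25352190) went from 27.4 ± 9.34 to 649 ± 64.6 normalized counts (SD, n = 2 each), with a log2 fold change of 4.57, standard error 0.41 and DESeq2 adjusted p-value 7.55e-25. TIE1 (chromosome 1, 43300982 to 43323108) followed with a log2 fold change of 4.88 and a DESeq2 adjusted p-value of 1.11e-14. TNFSF18 and SPNS2 had log2 fold changes of 2.95 and 2.70, and the cadmium libraries of SPNS2 differed, at 3542 and 1988 normalized counts. SP140 rose from 350 ± 62.5 to 1507 ± 9.92 normalized counts (SD, n = 2 each), with a DESeq2 adjusted p-value of 2.18e-09. On the downregulated side LYPD6B (ENSG00000150556, chromosome 2, 149038107 to 149215262) fell from 484 ± 69.2 to 22.8 ± 4.33 normalized counts (SD, n = 2 each), a log2 fold change of -4.41 with standard error 0.42 and DESeq2 adjusted p-value 8.91e-22. ANO2 (chromosome 12, 5531869 to 5946232) had a log2 fold change of -3.99 and a DESeq2 adjusted p-value of 9.64e-12. NMU, AFAP1L2, PLAAT4, NLRP2, LRP3 and NEURL1B had log2 fold changes of -2.30, -1.74, -1.88, -2.05, -2.22 and -1.67. For each of these genes both cadmium libraries lay outside the control range by construction of the selection. No named gene had an edgeR adjusted p-value below 0.494. Reads were counted without regard to strand, so counts of genes that overlap a neighbour on the other strand are uncertain.

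The position of genes along chromosomes was examined because the controls differed so much. The chromosomes and regions described were chosen after their values were seen. Among 12923 genes with a mean normalized count of at least 100 on the autosomes and X, median log2 ratios of control 3 over control 2 were -0.62 for chromosome 18, -0.38 for chromosome 2, 0.35 for chromosome 12, 0.37 for chromosome 14 and 0.27 for chromosome X. In bins of 40 neighbouring genes the control ratio ranged from -1.17 (chromosome X, 276322 to 15703724) to 0.94 (chromosome X, 92113246 to 107000212). Cadmium 1 over control 3 was much flatter, with bins between -0.46 and 0.43, and cadmium 2 over cadmium 1 ranged from -0.15 to 0.10. Chromosome 6 was higher in both cadmium libraries than in both controls, with medians between 0.23 and 0.25 over the 4 pairings. Chromosome 7 was lower in all 4 pairings, with medians between -0.24 and -0.22. The controls matched each other on both chromosomes, with medians of -0.01 and 0.01. On chromosome 6 the change was found in the bins from 291630 to 73525587, with medians of mean cadmium over mean control between 0.16 and 0.49, while the remaining bins lay between 0.02 and 0.15. Of the called genes 12 on chromosome 6 were higher and 1 was lower, and on chromosome 7 there were 5 higher and 10 lower.

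**Figure D4:**
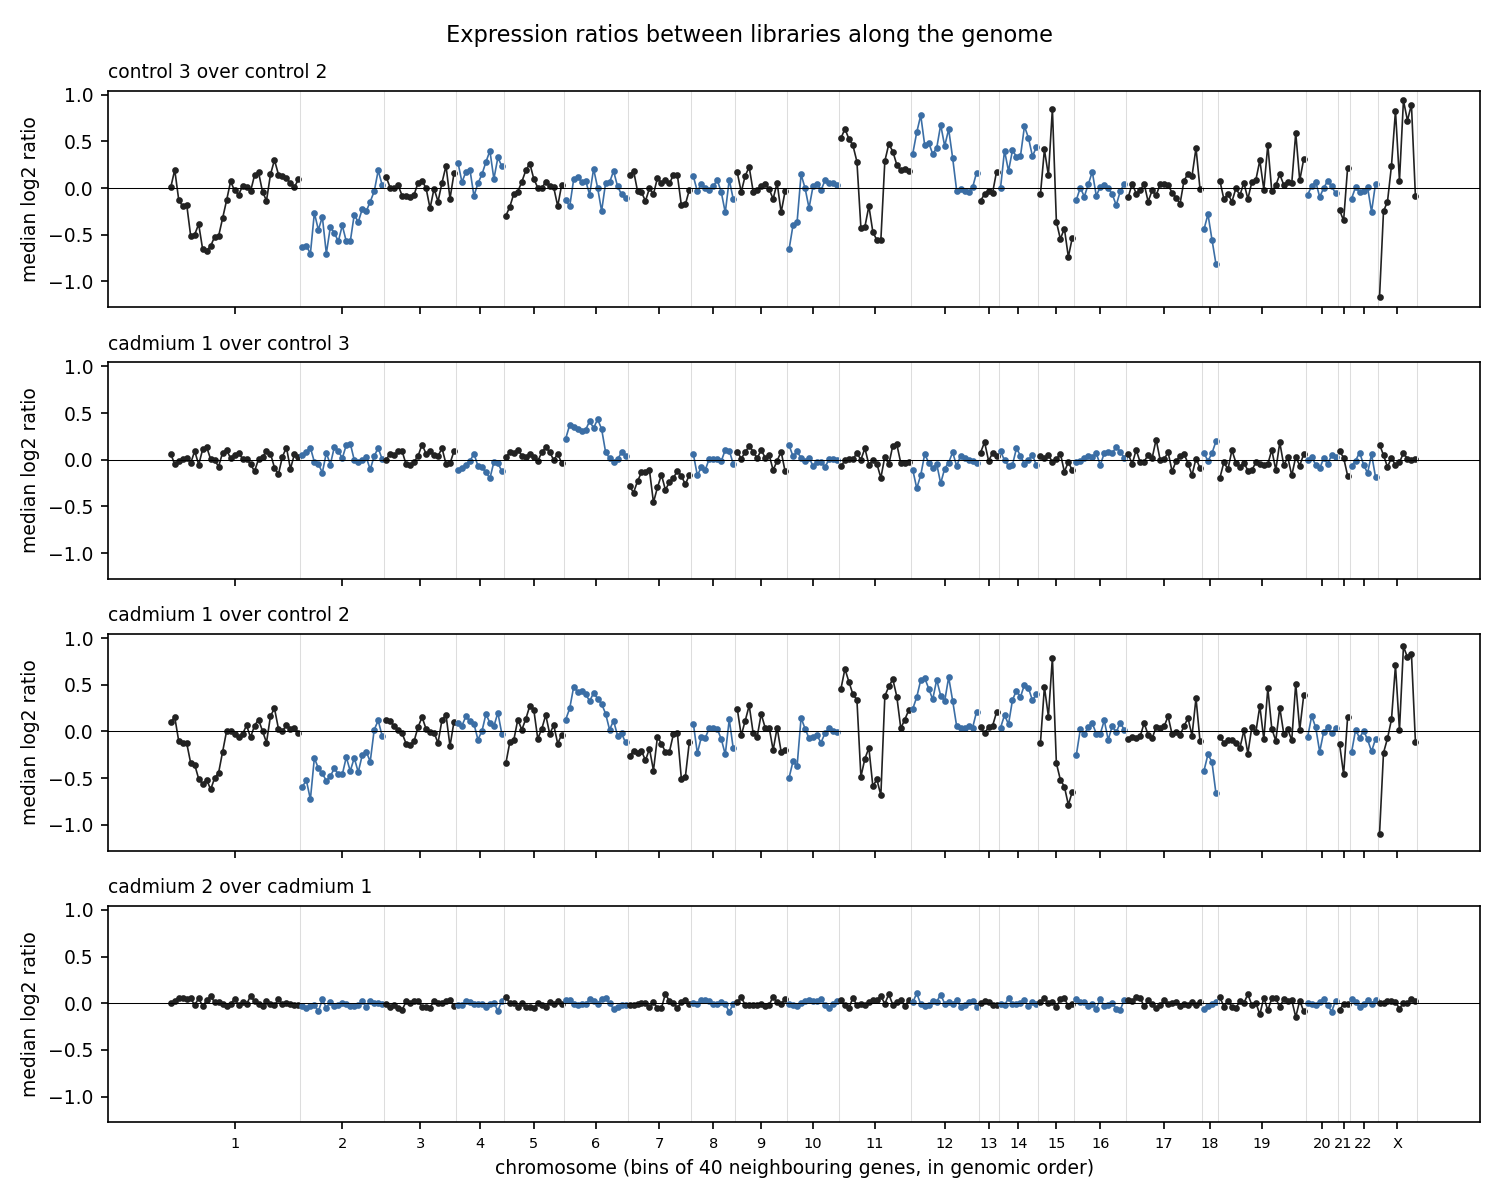
Median log2 ratio between libraries in bins of 40 neighbouring genes in genomic order, with a point per bin and colours that alternate between chromosomes, for control 3 over control 2, cadmium 1 over control 3, cadmium 1 over control 2 and cadmium 2 over cadmium 1 (top to bottom). The control ratio moves in blocks between -1.17 and 0.94, and cadmium 1 departs from control 3 mainly on chromosomes 6 and 7.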

Values the study reported

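The study reported 119 upregulated and 106 downregulated genes in cadmium-treated cells by RNA-seq. It reported 9074 MTF-1 peaks gained and 19,369 lost in cadmium, with 48,627 conserved.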

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

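Alternatives named here were fixed before the data were examined, except halved counts and the older edgeR dispersion method, which were added afterwards. No paired analysis was possible because the control columns carry no replicate number that matches the labels, so the planned replicate block was not run.

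The number of calls was decided mainly by the test. The 119 upregulated and 106 downregulated genes of DESeq2 became 0 and 0 with edgeR, with limma-voom and with the older edgeR method, where 1506, 1423 and 1422 genes had an unadjusted p-value below 0.05. The smallest adjusted p-values were 0.494, 0.656 and 0.674. In the simulation edgeR made calls with 2 libraries per group, recovering 84.5% of genes changed 4-fold. At 2-fold it recovered only 0.5%, against 34.5% for DESeq2, so its 0 calls say little about changes of that size. The simulation drew genes independently and with the same dispersion in both groups. In these libraries the control spread was 3.46 times the cadmium spread. The recovery rates may therefore not hold here, and the 0 calls do not argue against larger changes. DESeq2 made 44 false calls with no change present, and 54, 96 and 94 with 200 genes changed 2-fold, 4-fold and 8-fold. The false calls of edgeR were 0, 7, 42 and 37. Some of the 225 calls are therefore expected to be false. The cause of the difference between the tests was not tested beyond the values given in the other observations. Testing against a log2 fold change of 0.5 left 41 upregulated and 17 downregulated genes, which follows from the stricter hypothesis. The other settings stayed within 1.5 times the DESeq2 counts, from 82 to 152 upregulated and from 76 to 138 downregulated. No gene called both by the reported test and under another setting had opposite signs. With TMM factors 223 of the same genes were called, with no independent filtering 167, and with halved counts 165.

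Of the named genes other than MTF1, 30 lost their call with edgeR and 30 with limma-voom, with their direction kept, and the fitted value of MT1G moved, which has no reads in the controls. None lost a call under TMM or upper-quartile factors, without independent filtering, with the minimum of 10 counts, or with the length trend removed. Without cadmium 2 the fitted log2 fold change of MT3 turned to -0.016, in a range from there to 1.55 over the fits that each left out 1 library, and its counts are near the floor.

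For lists, the camera calls of metallothioneins, oxidative stress, amino acid stress and interferon-stimulated genes did not hold under fry or an estimated correlation, with median log2 fold changes unchanged at 2.16, 0.27, 0.35 and -0.46. Adjusted p-values under fry were 0.0718, 0.318, 0.502 and 0.485, and with an estimated correlation 0.186, 0.573, 0.573 and 0.573. The cause was not tested. All 4 stayed past the threshold with a mean count of at least 50, upper-quartile factors and the length trend removed. Medians near 0 changed sign: zinc transporters to 0.031 with upper-quartile factors and heat shock to -0.016 with the length trend removed. These settings moved the median of all genes by 0.06 and -0.05, so the flips follow the shift common to all genes.

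Leaving out 1 library at a time gave log2 fold changes from -0.61 to 0.13 for MTF1. Medians ranged from 2.04 to 2.90 for metallothioneins, 0.14 to 0.43 for oxidative stress, 0.17 to 0.81 for amino acid stress, -0.80 to -0.24 for interferon-stimulated genes, -0.44 to 0.34 for AP-1, -0.22 to 0.15 for heat shock, -0.11 to 0.03 for zinc transporters and -0.12 to 0.02 for FOX. The sign changed without control 2 for MTF1 and AP-1, without control 3 for heat shock and zinc transporters, and without cadmium 1 for FOX. It also changed for the heat shock median without cadmium 2, at -0.0072, and among named genes for MT1A without cadmium 1, at 0.33, besides MT3. The extremes came from leaving out a control for MTF1, metallothioneins, amino acid stress, interferon-stimulated genes, AP-1 and heat shock. Genes near the floor of 3 counts, such as MT1G and MT3, are limited by depth.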

Other observations

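All tests in this part were chosen after the patterns they address had been seen in these data.

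The 2 control libraries, which the design treats as replicates, differed far more than the 2 cadmium libraries. Sampling noise is excluded for abundant genes, since 8.47% of 8241 genes with a mean normalized count of at least 1000 differed over 2-fold between the controls against 0.0607% between the cadmium libraries. A trend on GC content is excluded as the whole cause, since removing it left the spread of the control ratio at 0.994 of its former value, and the same holds for gene length, at 0.992. Contamination or replacement by a line that carries MTAP is excluded, because MTAP had 0 reads in the 4 libraries together, as had its neighbours CDKN2A, CDKN2B and KLHL9, named after their values were seen. A line that lacks MTAP, a handling difference and a library batch that the labels do not record stay open. Gene by gene the differences were large: among the 12924 genes with a mean normalized count of at least 100, 72 were more than 20-fold apart between the controls and 0 between the cadmium libraries. Examples chosen after their values were seen are PTGFRN (chromosome 1, 116909916 to 116990353), with normalized counts of 6184 in control 2, 2.13 in control 3, 156 in cadmium 1 and 96.8 in cadmium 2, and MUC5AC (chromosome 11, 1157953 to 1201138), with 167, 27079, 2132 and 2500.

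The control differences came in blocks along chromosomes. The correlation of neighbouring bins of 40 genes was 0.683 for control 3 over control 2, against -0.03 for the cadmium pair and at most 0.173 in 100 shuffles of the gene order. After removal of a trend on GC content it was 0.684, so GC content is excluded. A candidate explanation is a difference in gene dose, with the 2 control cultures as subclones of an aneuploid line. The correlation of 0.683 measures the same blocks that prompted this explanation, so it adds no support for it. No DNA measurement was used here, and gene dose and coordinated regulation over large regions both stay open. If so, part of the control spread that each test between the groups uses may be clonal.

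The cadmium libraries followed control 3 more closely than control 2, and their largest departures from control 3 by chromosome median were on chromosomes 6 and 7, where both differed from both controls. Smaller departures from control 3 were found elsewhere, for example on chromosome 4, with medians of -0.08 and -0.08 and 0 of 10000 random lists as low, and on chromosome 18, with medians of 0.07 and 0.08. The median of chromosome 7 was -0.23 after removal of a trend on GC content, 77.2% of its genes lay below the median of all genes, and 0 of 10000 random lists of matched size and expression had a median as low. For chromosome 6 the median was 0.24 after removal of the trend, 74.1% of its genes lay above the median of all genes, and 0 lists were as high. GC content, a few strongly changed genes and random grouping are therefore excluded as whole causes. The random lists alone do not set chromosomes 6 and 7 apart from all others. For mean cadmium over mean control, 0 lists were as low as chromosomes 2, 15 and 18, with medians of -0.16, -0.13 and -0.20. In the same ratio 0 lists were as high as chromosomes 11, 12, 14 and X, with medians of 0.06, 0.14, 0.14 and 0.11. Chromosome 4 did not stand out in this ratio, where 2390 lists were as low, since its cadmium medians lay between the controls. Against control 2 they were 0.099 for cadmium 1 and 0.081 for cadmium 2, with 5 and 10 lists as high. A hypothesis is that the resistant population gained part of chromosome 6 and lost chromosome 7 material, by selection or by drift in a bottleneck. Gene dose was not tested here either, and regulation over large regions stays open. The data do not separate selection from drift, since the cadmium libraries are alike enough to come from 1 population, and their spread (0.16) may not represent independently derived resistant lines. The labels call the control libraries biological replicates and the cadmium libraries only replicates. They do not say whether the cadmium libraries come from independently derived lines.

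For the genes with at least 200 normalized counts in one control and 20-fold fewer in the other, within the same 12923 genes used for the chromosome profiles, the mean of the cadmium libraries lay in between in 43 of 43 genes high in control 2 and 28 of 29 genes high in control 3. If the cadmium cells were a mixture of the 2 control populations, the median shares of the control 2 and control 3 levels would add to about 100%. They were 4.22% and 29.9%, adding to 34.1%, which argues against a simple mixture. Expression changes under cadmium on top of a mixture were not tested.

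DESeq2 called 225 genes in the real grouping and 4 and 2 in the other splits of the 4 libraries into 2 and 2, so 1 of the 3 splits gave as many calls. With 3 splits the smallest possible share is 33.3%, so the splits alone cannot decide. Counting both mates is a possible cause of too many calls. With halved counts DESeq2 still called 166 genes, 1.36 times fewer, and edgeR 0, so mates are excluded as the whole cause of the gap between the tests. The calls include CLEC11A, named after its values were seen, whose normalized counts were 311 in control 2 and 0 in each other library, so that a single control library made the call.

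Some features of the table reflect how it was made. All 37 mitochondrial genes were listed at 0, and 0 of 54 genes on unplaced scaffolds had a read, which is consistent with chromosome names that differed between the alignment and the annotation, so these zeros say nothing about expression. Among counts of 1 to 20, at least 70.6% were even in each library, which is consistent with each mate being counted. The pseudogene MT2P1 (chromosome 4, 68376323 to 68376505), named after its values were seen, rose with MT2A, from 1425 and 624 reads in the controls to 4126 and 5223. Its count was 3.57%, 3.21%, 3.66% and 3.94% of that of MT2A, a highest-to-lowest ratio of 1.23, and its 183 bases align to the MT2A mRNA with 97.3% identity. That is consistent with MT2A reads being assigned to the pseudogene, so a rise of MT2P1 may not be its own.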
